A study of Homo sapiens with 20 samples. Its data were reported in "BMAL1 and ARNT enable circadian HIF2α responses in clear cell renal cell carcinoma" (2025).

How the data were processed

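CUT&RUN libraries of A498 cells expressing shCNT or shBMAL1 were grouped by the shRNA and antibody in their titles. Per the labels the 20 libraries comprise 4 IgG libraries and 16 with an antibody to BMAL1 or HIF2α. The peak lists that were analysed are attached to 1 library of each BMAL1 and HIF2α group. Files of the other 16 libraries were not analysed here on their own, and neither were spike-in normalised signal tracks. The authors aligned paired-end reads to hg19 (GRCh37) with Bowtie2 in local mode, removed duplicates, called peaks with MACS2 at a p-value limit of 1e-05 with a maximum gap of 400 bp, and removed blacklisted regions with bedtools. Whether replicates were pooled before calling, and which control library was used, is not stated for these lists, so reads of the other libraries may be part of them.

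Each list gives a position, a summit and 3 values per peak. The authors' deposited fold is a linear ratio of the summit pileup to the local background. The deposited p-value and q-value of each peak are written as −log10. These values belong to the authors and were used only to describe, rank or filter peaks within a list. The smallest −log10 p was 5.01 over all lists. Peak numbers in the lists ran up to 2374, 4310, 2394 and 3234 for shCNT BMAL1, shBMAL1 BMAL1, shCNT HIF2α and shBMAL1 HIF2α, and 24, 49, 33 and 35 numbers were absent.

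The pileup and background were recovered from the fold and p-value of each peak. The fold equals (pileup + 1) / (background + 1) and the p-value is the Poisson probability of more fragments than the pileup, so a whole-number pileup could be solved for. This gave a whole number for 100% of peaks in every list. Backgrounds above the genome level fell on whole multiples of 3 step sizes, those of 1 control fragment within a fragment length, 1 kb and 10 kb, in 100% of cases in each list. A fragment length changed by a factor of 1.07 placed between 9.47% and 39.9% on such steps. With a genome size of 2700000000 bp, an assumed setting of the caller, the background gives about 3510000 fragments for shCNT BMAL1, 1940000 for shBMAL1 BMAL1, 4620000 for shCNT HIF2α and 2430000 for shBMAL1 HIF2α. The control behind each list comes to about 7930000 fragments for both shCNT lists and 3300000 for both shBMAL1 lists. Equal values are what 1 control per shRNA, shared by its BMAL1 and HIF2α lists, would give. Overlap was therefore also measured between lists of different shRNAs.

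Peaks were called shared when they overlapped by at least 1 bp. Expected overlap came from 1000 rotations of 1 list along each chromosome, which keeps the spacing of peaks but not their preference for open chromatin. Peaks with an overlap in the other shRNA are called kept and those without lost. Shares carry Wilson 95% intervals, differences of shares Newcombe intervals, and ratios intervals on the log scale. Differences averaged over strata used Mantel-Haenszel weights with 2000 bootstrap draws of peaks. Peaks are not replicates, so no p-value was computed. Thinning drew fragments of each shCNT pileup at the background ratio of the 2 lists and asked whether the caller's p-value limit was still met. In the corrected form, draws were made from the Poisson mean that gives the observed pileup among values passing the limit. Promoters were 1 kb around starts of basic transcripts in GENCODE release 44 mapped to GRCh37. Motifs were counted on both strands in 200 bp windows, and GC-matched windows were drawn from 200000 random genomic windows in bins of 2%.

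Genes were named by a rule fixed before the data were examined: 12 clock genes and 15 HIF target genes with 10 kb to either side, the 3 peaks with the highest −log10 p of each list, and the 3 highest among HIF2α peaks lost, kept and found only under shBMAL1. Clock genes were NR1D1, NR1D2, PER1, PER2, PER3, CRY1, CRY2, DBP, TEF, BHLHE40, BHLHE41 and CIART. HIF target genes were VEGFA, ADM, CCND1, EGLN3, NDRG1, ANGPTL4, SLC2A1, SLC2A14, CA9, PGK1, LOX, DDIT4, TGFA, PFKFB3 and PFKFB4; 1 further gene of the rule is not reported here. The designs and alternatives were also fixed before the data were examined. Alternatives were a −log10 p of at least 8, lists cut to the 2350 strongest peaks, overlap of 50% of the shorter peak, summits within 200 bp, peaks within 400 bp, merging within 1 kb, autosomes alone, promoters of 5 kb or touched by any part of a peak, windows of 100 and 400 bp, and GC-matched windows. A minimum pileup of 5 was chosen after seeing the data.

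The overlap, decoding and motif steps were tested on simulated data. In 2350 simulated peaks with 30% placed on the other list, 30.0% were recovered as shared, and the pileup was recovered for 100% of 3000 simulated peaks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0 were used.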

Results

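The chromatin association of BMAL1 and HIF2α was profiled by CUT&RUN in A498 cells, a line derived from clear cell renal cell carcinoma (ccRCC). CUT&RUN releases the DNA next to an antibody-bound protein with a tethered nuclease, and the released fragments are sequenced. BMAL1 is the circadian transcription factor that binds E-boxes with CLOCK, and HIF2α is the hypoxia-inducible factor that accumulates in ccRCC. Cells carried a control shRNA (shCNT) or an shRNA against BMAL1 (shBMAL1), and chromatin was recovered with an antibody to BMAL1, an antibody to HIF2α or a non-specific IgG. By their labels the 20 libraries fall into 6 groups, with 4 libraries for each BMAL1 and HIF2α group and 2 for each IgG group. 4 lists of called peaks were analysed, 1 for each BMAL1 and HIF2α group and none for IgG, so no list has a replicate and differences between lists were not set against replicate spread. Shares are given with Wilson 95% intervals. These cover counting error over peaks only, and PCR copies of a molecule are not independent.

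The first question was how many sites each antibody recovered and whether the BMAL1 lists followed their shRNA labels. The shCNT BMAL1 list held 2350 peaks covering 692 kb, and the shBMAL1-labelled BMAL1 list held 4261 peaks covering 1276 kb, a ratio of peak numbers of 1.81. The shCNT HIF2α list held 2361 peaks covering 872 kb, and the shBMAL1-labelled HIF2α list held 3199 peaks covering 1105 kb, a ratio of 1.35. BMAL1 peak number therefore moved against the direction that a BMAL1 knockdown label implies, and statements about shBMAL1 below refer to lists with that label. Median peak width was 235 bp and 236 bp for the BMAL1 lists and 275 bp and 257 bp for the HIF2α lists, shCNT first. The lists differed in depth. The pileup, the number of fragments stacked at a peak summit, had a median of 6 in shCNT BMAL1, 5 in shBMAL1 BMAL1, 8 in shCNT HIF2α and 5 in shBMAL1 HIF2α. The smallest pileup among called peaks was 4 in both shCNT lists and 3 in both shBMAL1 lists. Genome-wide background was 0.168 fragments per position in shCNT BMAL1 against 0.0839 in shBMAL1 BMAL1, and 0.209 in shCNT HIF2α against 0.109 in shBMAL1 HIF2α. Of the alternatives, a minimum pileup of 5 in every list moved the HIF2α ratio across 1, to 0.978, while the BMAL1 ratio was 1.22.

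Peaks of the same antibody were then matched between shRNAs, with an overlap of at least 1 bp counted as shared. Of the 2350 shCNT BMAL1 peaks, 1106 were overlapped by a shBMAL1 BMAL1 peak (47.1%, interval 45.1 to 49.1%) and 1244 were not. In the other direction, 1110 of the 4261 shBMAL1 BMAL1 peaks were overlapped by a shCNT BMAL1 peak (26.1%, interval 24.8 to 27.4%). When 1 list was rotated along each chromosome, the mean overlap expected for shCNT BMAL1 peaks was 0.147%. The alternative that moved the kept share of BMAL1 peaks most was a cut of all lists to the same length, which gave 37.3%.

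Whether HIF2α stayed at its sites when BMAL1 was targeted was asked in the same way. Of the 2361 shCNT HIF2α peaks, 1318 were overlapped by a shBMAL1 HIF2α peak (55.8%, interval 53.8 to 57.8%), and 1043 (44.2%) were not. Of the 3199 shBMAL1 HIF2α peaks, 1319 were overlapped by a shCNT HIF2α peak (41.2%, interval 39.5 to 42.9%), which left 1880 found only under shBMAL1. The rotation gave a mean of 0.0967% for shCNT HIF2α peaks.

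Co-occupancy by BMAL1 and HIF2α was measured within each shRNA. In shCNT cells, 588 BMAL1 peaks were overlapped by a HIF2α peak (25.0%, interval 23.3 to 26.8%) and 589 HIF2α peaks by a BMAL1 peak (24.9%, interval 23.2 to 26.7%). Under shBMAL1, 905 BMAL1 peaks were overlapped by a HIF2α peak (21.2%, interval 20.04 to 22.5%) and 910 HIF2α peaks by a BMAL1 peak (28.4%, interval 26.9 to 30.03%). The share of HIF2α peaks with BMAL1 was thus higher in the shBMAL1 lists, but this order turned around when all lists were cut to the same length (20.5% under shBMAL1 against 24.9% in shCNT) and with a pileup of at least 5 (23.2% against 24.7%). Between lists of different shRNAs, overlap was of similar size for the shCNT lists, with 24.9% of shCNT BMAL1 peaks overlapped by a shBMAL1 HIF2α peak (interval 23.2 to 26.7%) and 25.2% of shCNT HIF2α peaks by a shBMAL1 BMAL1 peak (interval 23.5 to 27.0%). For the shBMAL1 lists it was lower than within shBMAL1, with 14.01% of BMAL1 peaks overlapped by a shCNT HIF2α peak (interval 13.001 to 15.1%) and 18.4% of HIF2α peaks by a shCNT BMAL1 peak (interval 17.1 to 19.8%). The partner lists differ in length, with 2361 and 3199 HIF2α peaks and 2350 and 4261 BMAL1 peaks, shCNT first. Length was not matched between these pairs, so neither the similar nor the lower shares can be tied to the shRNA. The rotation expectation was 0.0803% for shCNT BMAL1 peaks with HIF2α and 0.0924% for shBMAL1 BMAL1 peaks with HIF2α.

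**Figure D1:**
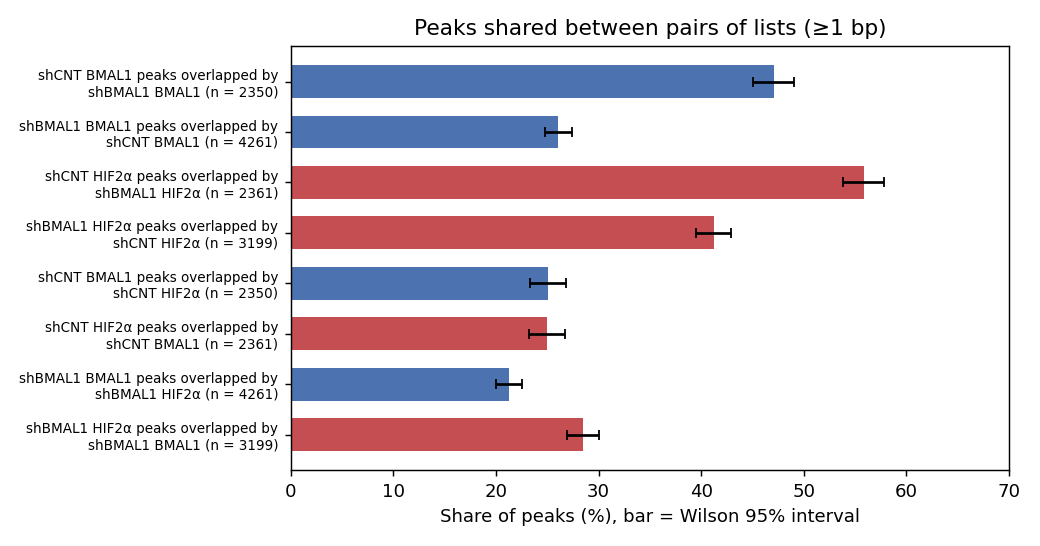
Share of peaks of 1 list (%) overlapped by a peak of a second list by at least 1 bp, for BMAL1 lists (blue) and HIF2α lists (red); bars are shares, lines are Wilson 95% intervals and n is the number of peaks. The kept share was 47.1% for shCNT BMAL1 peaks and 55.8% for shCNT HIF2α peaks.

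If HIF2α depended on BMAL1 at shared sites, shCNT HIF2α peaks with BMAL1 would be lost more often than those without. Among the 589 co-occupied HIF2α peaks, 223 were not found under shBMAL1 (37.9%, interval 34.0 to 41.8%), and among the 1772 others, 820 were not found (46.3%, interval 43.96 to 48.6%). The difference was -8.41 percentage points (interval -12.9 to -3.81), that is, a lower loss at co-occupied peaks. Within quartiles of the peak's own p-value the differences were -12.7, -5.02, -1.36 and -1.21 points from the weakest to the strongest quartile. The interval excluded 0 in the weakest quartile (-22.3 to -3.66) and included 0 in the other 3. Averaged over the quartiles the difference was -4.72 points (bootstrap interval -8.79 to -0.480). With the stricter threshold the difference was 0.812 points, with an interval from -5.53 to 7.39; that threshold was applied to all 4 lists, so its sign is not a result for stronger shCNT HIF2α peaks alone.

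The strength of kept and lost peaks was compared by each peak's percentile within its own list. Kept shCNT BMAL1 peaks had a median percentile of 61.4 and lost ones 37.7. For HIF2α these values were 67.9 and 27.0. In the weakest quartile of the shCNT HIF2α list 27.1% of peaks were kept (interval 23.6 to 30.8%), and in the strongest 92.0% (interval 89.6 to 94.0%). The corresponding shares for BMAL1 were 31.8% (interval 28.2 to 35.7%) and 65.8% (interval 61.9 to 69.5%).

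**Figure D2:**
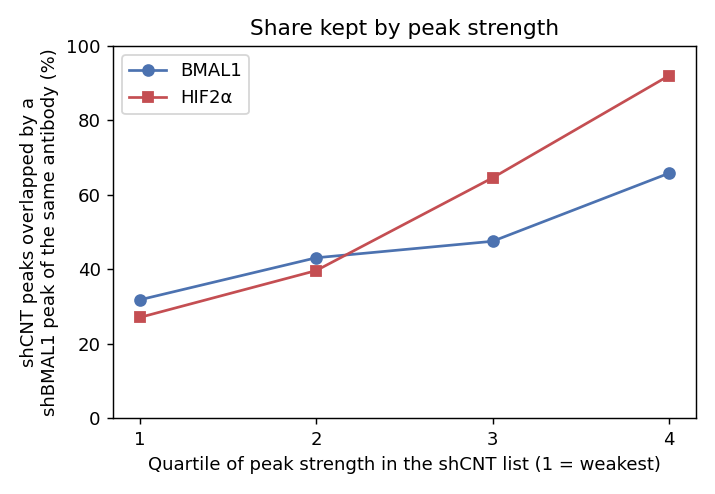
Share of shCNT peaks (%) overlapped by a shBMAL1 peak of the same antibody, by quartile of peak strength within the shCNT list, for BMAL1 (circles) and HIF2α (squares). In the strongest quartile 92.0% of HIF2α peaks and 65.8% of BMAL1 peaks were kept.

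The position of peaks relative to genes was compared next. A summit lay within 1 kb of an annotated transcription start for 49.6% of shCNT BMAL1 peaks (interval 47.6 to 51.6%) and 38.8% of shBMAL1 BMAL1 peaks (interval 37.3 to 40.3%). The share was 46.5% for shCNT HIF2α (interval 44.5 to 48.5%) and 37.3% for shBMAL1 HIF2α (interval 35.7 to 39.0%). Such windows make up 4.47% of the genome. Peaks found only under shBMAL1 had the lowest shares, 33.9% for BMAL1 and 32.2% for HIF2α, and introns held 43.2% and 43.5% of their summits. Kept and lost peaks differed less, with 52.3% and 47.3% at promoters for BMAL1 and 44.5% and 49.1% for HIF2α. A wider limit of 5 kb moved the shares most, to 66.0% for shCNT BMAL1.

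Sequence content was measured as the share of 200 bp windows around summits with at least 1 match to a motif, and compared with windows 2 kb to either side. The E-box CACGTG was present in 260 shCNT BMAL1 windows (11.1%, interval 9.86 to 12.4%) against 2.77% of flanking windows, a ratio of 4.00 (interval 3.26 to 4.91). In the shBMAL1 BMAL1 list the share was 4.32% (interval 3.75 to 4.97%) and the ratio 1.65 (interval 1.36 to 2.00). Against windows of matched GC content in place of flanks these ratios were 2.77 and 1.12, and the interval of the second then included 1 (0.958 to 1.31). Among shCNT BMAL1 peaks the E-box share was 8.32% in kept peaks (interval 6.83 to 10.1%) and 13.5% in lost peaks (interval 11.7 to 15.5%), and it was 3.46% in BMAL1 peaks found only under shBMAL1 (interval 2.88 to 4.16%). E-box shares of the HIF2α lists were 6.40% in shCNT and 6.00% under shBMAL1, which lie within each other's intervals.

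The hypoxia response element (HRE) core RCGTG, which every CACGTG E-box also contains, was present in 66.0% of shCNT HIF2α windows (interval 64.1 to 67.9%) against 25.6% of flanks, a ratio of 2.58 (interval 2.43 to 2.73). Under shBMAL1 the share was 59.3% (interval 57.6 to 61.0%) and the ratio 2.38 (interval 2.27 to 2.51). HIF2α peaks that were kept carried the HRE in 75.1% of windows (interval 72.7 to 77.4%), those lost in 54.5% (interval 51.4 to 57.5%) and those found only under shBMAL1 in 48.9% (interval 46.7 to 51.2%). The AP-1 site TGASTCA was present in 14.2% of shCNT BMAL1, 18.3% of shBMAL1 BMAL1, 13.6% of shCNT HIF2α and 15.5% of shBMAL1 HIF2α windows, at 4.45, 5.40, 4.32 and 4.42 times the flanks. The Sp1 site GGGCGG had ratios of 4.59, 4.53, 3.57 and 3.28 in the same order, which fell to 1.86, 1.74, 1.69 and 1.64 against GC-matched windows. CCAAT had ratios between 1.14 and 1.42, and RUNX (AACCACA) between 1.63 and 2.09.

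**Figure D3:**
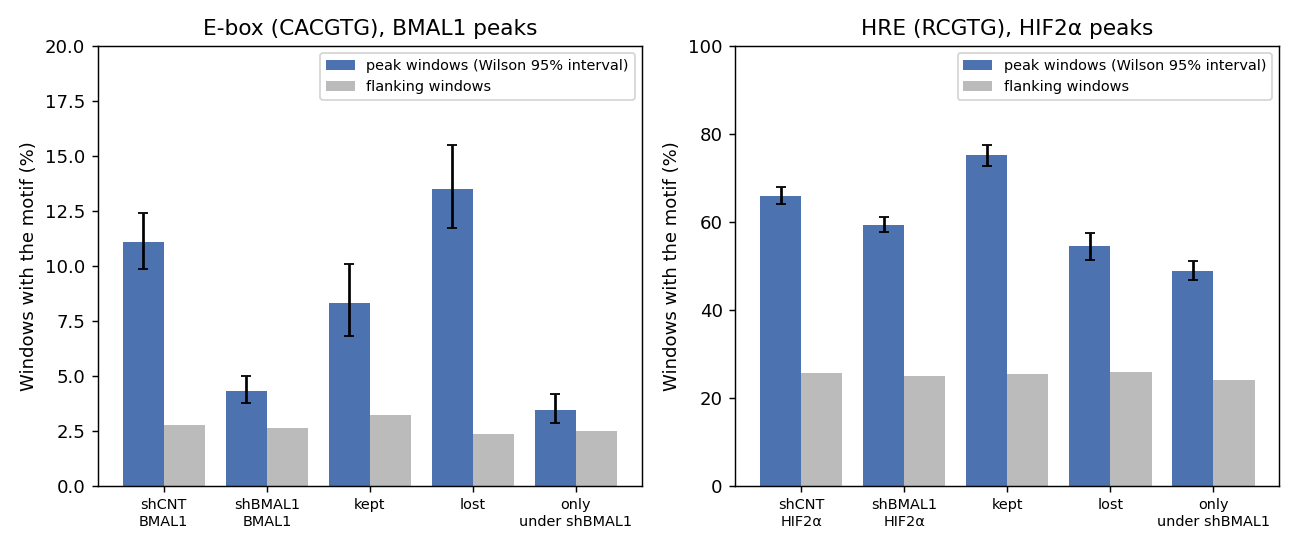
Share of 200 bp windows (%) with an E-box in BMAL1 peaks (left) and with an HRE in HIF2α peaks (right), for each list and for shCNT peaks kept or lost and peaks found only under shBMAL1; blue bars are peak windows with Wilson 95% intervals and grey bars are flanking windows. The E-box share was 13.5% in lost and 3.46% in shBMAL1-only BMAL1 peaks, and the HRE share was 75.1% in kept and 54.5% in lost HIF2α peaks.

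At the 12 clock genes examined, each with 10 kb to either side, a shCNT BMAL1 peak was present at all 12 and a shBMAL1 BMAL1 peak at 9, with the 3 missing being NR1D2, PER3 and BHLHE40. HIF2α peaks were present at 3 of these loci in shCNT and at 6 under shBMAL1. At the 9 loci with a BMAL1 peak in both lists, the median percentile of the best peak was 99.2 in shCNT and 85.3 under shBMAL1, and it was lower under shBMAL1 at all 9. The strongest of these peaks lay at PER1 (chromosome 17, 8059534 to 8060649, GRCh37), 309 bp from the PER1 start, with an E-box, a fold enrichment of 66.1 and a pileup of 84. Its shBMAL1 counterpart (8059674 to 8060096) had a pileup of 33 and a percentile of 99.5. At NR1D1 the shCNT list had a promoter peak (chromosome 17, 38256628 to 38257563, percentile 99.4) and an intronic E-box peak (38255066 to 38255960, percentile 99.3). Under shBMAL1 only the promoter peak was called (38256913 to 38257125, percentile 87.1). At TEF an E-box peak 159 bp from a TEF start (chromosome 22, 41776580 to 41778151) had a percentile of 99.3 in shCNT, and the shBMAL1 peak (41776657 to 41777784) had a percentile of 85.3.

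At the 15 HIF target loci, HIF2α peaks were present at 11 in shCNT and 11 under shBMAL1, with 10 in common. SLC2A14 had a HIF2α peak only in shCNT and PFKFB3 only under shBMAL1. BMAL1 peaks were present at 7 in shCNT and at 8 under shBMAL1. At the 10 loci with a HIF2α peak in both lists the median percentile of the best peak was 95.002 in shCNT and 97.53 under shBMAL1, higher under shBMAL1 at 7 and lower at 2. A percentile ranks a peak within its own list. The shBMAL1 list is longer (3199 against 2361 peaks) and holds more peaks of low pileup, which raises the percentile of strong peaks. These percentiles therefore do not show stronger HIF2α binding. At SLC2A1 and TGFA the best peaks of the lists also lay at different sites. At VEGFA, the peak upstream of the start (chromosome 6, 43736787 to 43738307) had a percentile of 94.4 in shCNT and its shBMAL1 counterpart (43736772 to 43738003) 97.2. At ADM an intergenic peak (chromosome 11, 10328908 to 10331184) ranked 3 in the shCNT HIF2α list with a fold enrichment of 46.4, and the shBMAL1 peak there (10328919 to 10329851) had a percentile of 99.9.

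The strongest peaks by p-value were listed for each set. Of the 3 in shCNT BMAL1, 2 lay on coding exons of BMAL1 itself (chromosome 11, 13393708 to 13393985, pileup 834, and 13408142 to 13408344, pileup 601). The remaining 1 lay at the EEF1A1 start, with its summit in the untranslated region (chromosome 6, 74229771 to 74230979, pileup 835). Local background at these 3 peaks was 87.3, 56.7 and 117 fragments, against 0.168 genome-wide, and no other list had a peak at any of them. The shCNT BMAL1 list held 14 peaks on BMAL1 exons in all. The 3 strongest shBMAL1 BMAL1 peaks lay 569 bp from the PCBP3 start (chromosome 21, 47062932 to 47063647), in a CELF5 intron (chromosome 19, 3284781 to 3285891) and between genes (chromosome 19, 30335303 to 30336260). All 3 were also called in shCNT BMAL1, in neither HIF2α list, and none had an E-box.

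**Figure D4:**
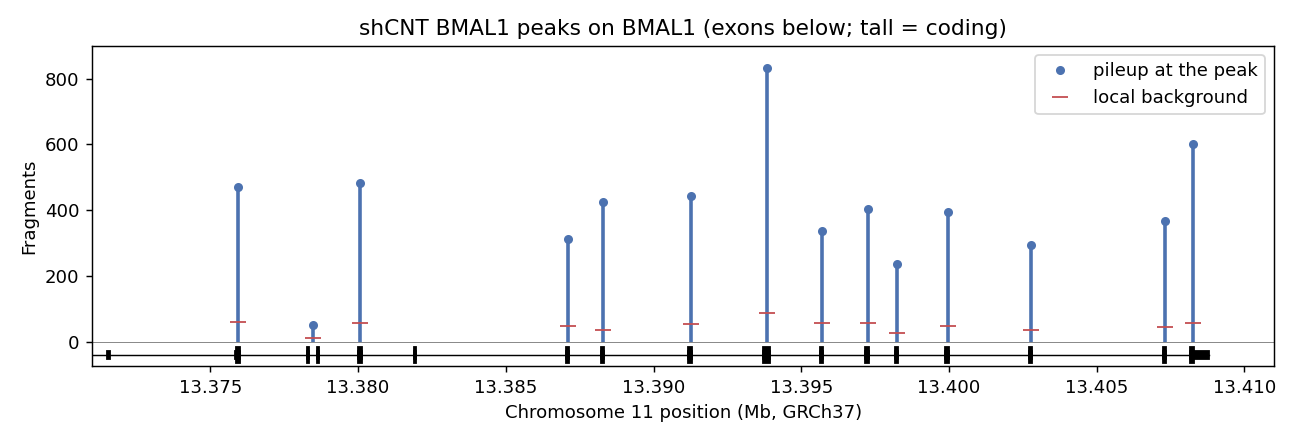
Peaks of the shCNT BMAL1 list on the BMAL1 gene, with position on chromosome 11 (Mb) on the x axis and fragments on the y axis; blue points are the pileup of each peak, red marks are its local background, and black boxes are exons with coding parts drawn taller. The 14 peaks sit on coding exons, with pileups from 52 to 834.

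The PGK1 promoter peak was the strongest in both HIF2α lists (chromosome X, 77359237 to 77359841 in shCNT, 77359294 to 77359810 under shBMAL1), with an HRE and pileups of 199 and 129; its local background in shCNT was 5.24 fragments against 0.209 genome-wide. It was followed in shCNT by an NMT1 intron (chromosome 17, 43049607 to 43050731) and the ADM peak, which together are also the 3 strongest kept peaks. Under shBMAL1 it was followed by a CCN4 intron (chromosome 8, 134228512 to 134230480) and an EYA2 intron (chromosome 20, 45587614 to 45588496). The strongest HIF2α peaks without a shBMAL1 counterpart lay 542 bp from an AK4 start (chromosome 1, 65613809 to 65614618, pileup 28), 622 bp from an EIF4H start (chromosome 7, 73589107 to 73589926, pileup 27) and in a GSE1 intron (chromosome 16, 85424434 to 85424660, pileup 19). Those at AK4 and EIF4H carried an HRE, and that at GSE1 was also called for BMAL1 in shCNT. The strongest found only under shBMAL1 lay in a TMEM209 intron (chromosome 7, 129820534 to 129821153, pileup 20), 7292 bp from the PDGFB start (chromosome 22, 39648195 to 39648478, pileup 15) and in the untranslated region at the MTR start (chromosome 1, 236958231 to 236959120, pileup 14), each with an HRE.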

Values the study reported

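In a different ccRCC line, 786O, the study reported 1813 BMAL1 peaks and 1204 HIF2α peaks with the control shRNA. It counted 336 co-occupied sites there, which made up 18.5% of BMAL1 sites and 27.9% of HIF2α sites. BMAL1 depletion lowered the number of enriched BMAL1 loci there, and the peaks that remained were weaker. Of the BMAL1 peaks, 702 (38.7%) were still detected under shBMAL1. Co-occupied sites under shBMAL1 were counted among those 702 peaks, and were given as 12.7% of BMAL1 sites and 9.0% of HIF2α sites. Of 1207 HIF2α peaks, 509 (42%) were not found after BMAL1 depletion. Some HIF2α peaks were called only under shBMAL1, but the study found no support for a widespread move of HIF2α to new sites. For A498, the line analysed here, it described a loss of HIF2α recruitment after BMAL1 depletion that resembled the loss in 786O.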

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

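A minimum pileup of 5 was tried only after the data were seen; the other alternatives were planned. No paired analysis was possible because only peak lists were analysed here, and these, 1 per group, carry no values per replicate; single replicates were not left out for the same reason. Files per replicate were not analysed here. Of the main comparisons under all alternatives, 98 values stayed within the interval of the reported value, or within 1.5 times of it for peak numbers, 63 moved outside and 3 changed direction. The cause of each shift was not tested unless stated.

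These 3 concern HIF2α. With the stricter threshold, the difference in loss between co-occupied and other HIF2α peaks was 0.812 points, and within strength quartiles 1.29 points, against negative values as reported. With a pileup of at least 5, the HIF2α peak number ratio was 0.978; this setting removes the pileups of 3 and 4 by construction, and the shallower shBMAL1 lists held more of them. The order of the share of HIF2α peaks with BMAL1 between the shRNAs, not counted above, also changed, to 20.5% under shBMAL1 against 24.9% in shCNT with equal lengths and 23.2% against 24.7% with a pileup of at least 5.

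The stricter threshold left 1257, 2282, 1496 and 1763 peaks in shCNT BMAL1, shBMAL1 BMAL1, shCNT HIF2α and shBMAL1 HIF2α. The kept share was then 45.0% for BMAL1 and 60.9% for HIF2α, and 51.6% of shBMAL1 HIF2α peaks were present in shCNT. Co-occupancy fell to 21.1% of BMAL1 and 17.6% of HIF2α peaks in shCNT, and to 16.7% and 21.6% under shBMAL1. Promoter shares were 52.6% and 43.2% for the BMAL1 lists, and HRE ratios 2.93 and 2.86 for the HIF2α lists.

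With lists of equal length, 37.3% of BMAL1 peaks were shared in either direction, and for HIF2α 51.2% of shCNT and 51.1% of shBMAL1 peaks. Co-occupancy of shBMAL1 HIF2α peaks was 20.5%, the promoter share of shBMAL1 BMAL1 42.9% and the HRE ratio of shBMAL1 HIF2α 2.66. With a pileup of at least 5, shBMAL1 BMAL1 held 2563 and shBMAL1 HIF2α 2086 peaks. The kept share of BMAL1 was then 43.0%, and 35.4% of BMAL1 and 56.0% of HIF2α peaks under shBMAL1 were present in shCNT. Co-occupancy under shBMAL1 was 18.8% and 23.2%, promoter shares 42.8% and 39.2%, and the HRE ratio 2.75.

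The matching rule moved shares by its own strictness. With 50% overlap, kept shares were 43.4% for BMAL1 and 52.3% for HIF2α, the reverse shares 23.98% and 38.7%, and co-occupancy 22.3% and 22.2% in shCNT and 18.6% and 24.9% under shBMAL1. With summits within 200 bp, kept shares were 38.8% and 48.9%, reverse shares 21.4% and 36.1%, and co-occupancy 19.6% and 19.5% in shCNT and 16.0% and 21.3% under shBMAL1. With peaks within 400 bp, the kept share of BMAL1 was 49.3% and co-occupancy under shBMAL1 22.9% and 30.7%.

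Promoter shares with a 5 kb limit were 66.0%, 55.4%, 62.8% and 53.4% for shCNT BMAL1, shBMAL1 BMAL1, shCNT HIF2α and shBMAL1 HIF2α. The shCNT HIF2α HRE ratio was 2.83 with a 100 bp window. With a 400 bp window the HRE ratios were 1.92 and 1.84 and the shCNT BMAL1 E-box ratio 3.25. Against GC-matched windows E-box ratios were 2.77 in shCNT and 1.12 in shBMAL1 BMAL1, and HRE ratios 2.14 and 2.03. Among motif ratios of other pairs of motif and list, 45 values moved outside their interval and none changed direction. Depth limits how far HIF2α and BMAL1 peaks called lost can be read as lost binding, since the shBMAL1 lists rest on 0.524 and 0.5002 times the background of the shCNT lists.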

Other observations

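The thinning tests, the share of new BMAL1 peaks with HIF2α and the chromosome test were planned before their results were seen; the tests of pileup limits, E-box content and E-box retention, co-occupied loss, BMAL1 exons and the PGK1 promoter were chosen after. The selection correction of the thinning tests, the 20 finer strata and the HRE comparison were also added after results were seen. By the first rule, plain thinning for the whole lists and the strength quartiles would have counted against depth and against peak strength; both readings were changed to undecided after results were seen.

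Among shCNT HIF2α peaks 55.8% were kept, and a shallower shBMAL1 library is a candidate explanation for the rest. Thinning the shCNT pileups to the shBMAL1 depth left 67.7% of HIF2α peaks callable, and 59.4% of BMAL1 peaks against 47.1% kept. Thinning starts from pileups that passed the threshold partly by chance. When pileups were first corrected for that selection, 51.9% of HIF2α and 40.8% of BMAL1 peaks stayed callable. The observed shares lie between these values, so a loss of binding and a loss of depth cannot be told apart for either list as a whole.

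E-box peaks of the shCNT BMAL1 list behaved differently. Thinning left 66.0% of the 260 E-box peaks callable, or 49.1% after the selection correction, and 35.4% were kept (interval 29.8 to 41.4%), while 48.5% of the other BMAL1 peaks were kept. Within strength quartiles, E-box peaks were kept less often by 16.9 points (difference -16.9, interval -22.9 to -10.7). Depth acts alike on peaks of equal strength and argues against depth as the whole cause of this difference. A reduced BMAL1 occupancy at E-boxes under shBMAL1 may contribute, and remains a hypothesis with 1 list per group. The shCNT BMAL1 list also held the signal on BMAL1 coding exons described below, which neither shBMAL1 list had. Whether the source of that signal also raised E-box peaks in shCNT was not tested. HRE peaks of the HIF2α list went the other way and were kept more often within quartiles, by 8.84 points (interval 5.03 to 12.7).

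The shBMAL1 BMAL1 list was nevertheless the longer list. A lower number of fragments needed for a call was tested by requiring a pileup of at least 5. The ratio of peak numbers fell from 1.81 to 1.22. This cut removes more of the shallower shBMAL1 list by construction, so the fall cannot show how much of the excess a lower call limit gave. With the stricter threshold on the p-value, which takes the background into account, the ratio was 1.82. With a pileup of at least 8, 784 peaks remained under shBMAL1 and 686 in shCNT. More BMAL1 at E-boxes was tested by the E-box share of peaks found only under shBMAL1, which was 3.46% against 2.51% in their flanks and 11.1% in the shCNT list. Sites recovered by both antibodies made up 19.1% of these peaks (603 of 3151). None of these 3 accounts for the excess as a whole. The peaks found only under shBMAL1 carried an AP-1 site in 19.6% of windows, and signal at accessible chromatin unrelated to BMAL1 could be present, which was not tested.

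HIF2α peaks with BMAL1 were lost less often than those without. Promoter location does not account for it, since the difference within promoter and other peaks was -9.17 points (interval -13.9 to -4.48). Within quartiles of strength it was -4.72 points, and within 20 strata of strength and promoter location -4.17 points (interval -8.44 to 0.118). Peak strength cannot be told apart from co-occupancy here, since the finer strata leave an interval that includes 0. No alternative gave a clearly higher loss at co-occupied peaks.

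The 14 shCNT BMAL1 peaks on the BMAL1 gene were picked out after their values were seen. They overlapped 15 of the 16 coding exons of the best matching transcript and none of its 5 exons without coding sequence. Of the 14, 13 started within 10 bp of an exon start, and the last ended 44 bp past the last coding base and 465 bp before the end of its exon. The median pileup was 399.5 against 6 for the list. The value of 15 coding exons is in line with a DNA copy of the BMAL1 coding sequence without introns, such as an expression construct or an amplified product, reaching the library. Messenger RNA carried over would bring other abundant messages, and 0 other genes had 3 or more exon peaks. BMAL1 bound to its own gene would not raise the control, yet the median background at these exons was 305 times the genome level. The control behind both shCNT lists thus carries the signal too. It did not mask the signal in shCNT BMAL1, where folds over it ran from 4.74 to 11.7. It could mask the signal in the shCNT HIF2α list if that library carried less of it, which was not tested. The EEF1A1 peak may have the same origin if a construct carried that promoter, which was not tested. No other biological explanation was tested.

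The PGK1 promoter peak combines an HRE with a raised background, 25.1 times the genome level in shCNT and 7.36 times under shBMAL1, where the fold enrichment over the control was 71.98. A copy of this promoter in a lentiviral vector is a candidate source of part or all of the signal. The control rose less under shBMAL1, but that control was shallower, at about 3300000 against 7930000 fragments. A copy that raised target and control alike would not give folds of 32.1 in shCNT and 71.98 under shBMAL1. These values argue against such a copy as the whole source of the peak. A copy that HIF2α bound through its HRE would raise the target over the control, and the folds cannot exclude it. Whether a copy gave part or all of the signal cannot be told. Neither BMAL1 list has the peak, but both were called against a control that would carry the same copy.

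Peaks per protein-coding gene were uneven across chromosomes in all 4 lists, from 25.6 per 100 genes on chromosome 7 to 1.61 on chromosome X in shCNT BMAL1. Chromosomes with more peaks per gene had a higher share of peaks whose control background lay above the genome level, with a Spearman rho over 23 chromosomes of 0.802 in shCNT BMAL1, 0.852 in shBMAL1 BMAL1, 0.639 in shCNT HIF2α and 0.601 in shBMAL1 HIF2α. Unequal DNA copy number, which raises target and control libraries alike, is a candidate explanation that these values fit; copy number itself was not measured here.

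List lengths and shares more than 1.5 times above or below those quoted above for another cell line are given here. Counts of co-occupied BMAL1 peaks (588), kept BMAL1 peaks (1106) and lost HIF2α peaks (1043) in shCNT were also higher by more than that. These counts come from longer lists. The shCNT HIF2α list here held 2361 peaks. That is higher than the value quoted from the study above. With the stricter threshold the list held 1496 peaks, less than 1.5 times the quoted value. Co-occupancy under shBMAL1 was 21.2% of BMAL1 peaks and 28.4% of HIF2α peaks here, or 20.5% of HIF2α peaks with lists of equal length. These are higher than the values quoted from the study above. The share of BMAL1 peaks was 16.7% with the stricter threshold and 16.0% with summits within 200 bp. Both are less than 1.5 times the quoted value. The study took its count among control BMAL1 peaks still detected under shBMAL1. The counts here are taken among all shBMAL1 peaks, and the study does not state the totals behind its shares. How far the comparison is like for like is therefore not known.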
